A study of Danio rerio with 6 samples. Its data were reported in "Multi-Dimensional Transcriptome Analysis Reveals Modulation of Cholesterol Metabolism as Highly Integrated Response to Brain Injury" (2021).

How the data were processed

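Small RNA libraries were made by the authors from the telencephalic hemispheres of adult zebrafish, 3 from healthy and untreated hemispheres (control) and 3 from injured hemispheres (injured). Per the study's methods, total RNA was turned into libraries with an Illumina small RNA kit and sequenced on a HiSeq1500. The labels instead name a total RNA kit followed by size selection on a gel. The authors trimmed the adaptor with Cutadapt, kept inserts of the length of mature miRNAs, and checked quality with the FASTX toolkit. They aligned the inserts to the zebrafish genome GRCz11 with STAR without soft clipping, allowed few mismatches, and kept alignments above a mapping quality limit. HTSeq in union mode then counted reads at all annotated miRNA loci. Versions of these tools are not given in the sources used here. A mapping quality limit removes reads that fit several places equally well, so a locus whose mature sequence is shared with another locus can be counted too low.

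The deposited values are raw counts of reads per miRNA locus, 1 table per library, with no normalisation. Each table held the same 434 Ensembl gene identifiers and 5 HTSeq summary lines. The summary lines were left out of library sizes and tests. Reads outside any miRNA locus made up 11.7% ± 0.0981 (SD, n = 3) of all reads in the control libraries and 11.7% ± 0.540 (SD, n = 3) in the injured libraries. Ambiguous reads made up 0.0109% ± 0.000542 (SD, n = 3) and 0.0116% ± 0.000814 (SD, n = 3), and the other 3 summary lines held 0 reads in each library. Gene symbols came from a table of identifiers and symbols, which named 331 of the 434 loci, 212 of the 222 loci with a read and 184 of the 188 loci tested. Symbols in that table are partly human-style, and 24 of them are shared by several loci, so the identifier is given where a symbol is ambiguous. Identifiers for the 5 miRNAs that the study followed up are those the study uses. RefSeq genes of the assembly GRCz12tu, which is not the build of the counts, were used only to see which miRNA genes neighbour each other. Genomic coordinates in the build of the counts and mature sequences were not used here.

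Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Libraries were scaled by the trimmed mean of M values (TMM), and CPM stands for counts scaled to a library of 1000000 reads after TMM. Reads per 1000000 without TMM are written RPM. A locus was taken as expressed, and was tested, if its mean normalised count over the 6 libraries was above 10, the limit named in the study's methods. Injured and control libraries were compared with edgeR's quasi-likelihood test, two-sided, with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested loci. A locus is called changed when its adjusted p is below 0.05, and changed at least 2-fold when its absolute log2 fold change is also at least 1. Standard errors (SE) of log2 fold changes were derived from the fold change and the test statistic. Libraries were compared by Euclidean distance on log2 CPM with a prior count of 2, with an exact permutation test over the 10 ways to split the 6 libraries. Replicates were compared by a chi-square statistic per degree of freedom over loci with at least 20 reads in a pair. It lay between 42.8 and 1982, so no pair was a library deposited more than once.

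Lists of miRNAs known to be abundant in leucocytes (mir-142a, mir-142b, mir-223, mir-150), erythrocytes (mir-144, mir-451), muscle (mir-1, mir-133a, mir-133b, mir-133c, mir-206), endothelium (mir-126a, mir-126b), neurons (mir-124, mir-128, mir-129, mir-132, mir-138, mir-212, mir-218a, mir-218b) and sensory epithelia (mir-96, mir-182, mir-183) were tested with fry, a rotation test in the edgeR framework, adjusted over the 6 lists. Camera with a preset correlation between loci of 0.01 was the alternative. No locus is on more than 1 list, and 1 locus of the sensory list, mir-182, is also among those the study followed up.

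The named loci follow a rule set before the data were examined, as were the tests, the lists and most alternatives. It takes the 5 loci the study followed up, the 5 largest increases and the 5 largest decreases among called loci whose 3 injured libraries all lie on 1 side of the 3 controls, the 5 most abundant loci, other loci of the same miRNA families, and members of the lists. Only 4 loci were called lower, so the rule names 4 decreases. Alternatives were DESeq2 1.42.0 (Wald test), limma-voom, robust empirical Bayes, Bonferroni adjustment, other scalings, other filters, the replicate number as a block, and each library left out in turn. Thinning of all libraries to the same number of reads was added after the data had been seen.

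The fitting code was tested on simulated counts for the 188 loci with the libraries' own sizes and dispersions, drawn independently for each locus. With 40 loci changed by known amounts of at least 2-fold, edgeR called 38 of them (95%), 0 in the wrong direction, and 1 unchanged locus. Smaller changes were not simulated, so this share does not apply to them. With no locus changed, edgeR called 0 loci, limma-voom 0 and DESeq2 1. Depth ran from 2475462 to 14545864 reads at miRNA loci per library. For single libraries, 95% exact two-sided Clopper-Pearson intervals are given. Where a count was 0, the limit is instead a floor of 3 reads, which is a one-sided limit. Both cover counting error only, since PCR reads without molecular identifiers are not independent molecules.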

Results

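Small RNAs were sequenced from control and injured telencephalic hemispheres of adult zebrafish, with 3 libraries in each group. The telencephalon is the front part of the forebrain, and it regenerates neurons after injury in adult fish. The control libraries held 2626557, 4008607 and 2475462 reads at annotated miRNA loci, and the injured libraries held 14545864, 11529705 and 11473850. The group means were 3036875 ± 844929 (SD, n = 3) and 12516473 ± 1757726 (SD, n = 3) reads, a ratio of 4.12. The shallowest injured library had 2.86 times the reads of the deepest control library. Depth therefore parted the libraries in the same way as the groups, and a comparison within libraries of like depth was not possible. The most abundant locus took 16.9% ± 0.482 (SD, n = 3) of the reads in control and 16.0% ± 0.634 (SD, n = 3) in injured libraries. The 10 most abundant loci took 73.9% ± 0.658 (SD, n = 3) and 71.6% ± 0.848 (SD, n = 3).

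Of the 434 annotated loci, 222 had a read in some library and 188 were expressed with a mean normalised count above 10. The control libraries had reads at 205 ± 3.21 loci and the injured libraries at 214 ± 1.0 loci (SD, n = 3 each), a comparison that is not corrected for their unequal depth. The number of expressed loci depended most on the limit itself and was 153 with a limit of 100. The 5 most abundant loci were MIR222 (ENSDARG00000090347), dre-mir-132-2 (ENSDARG00000090368), mir92b (ENSDARG00000089196), mir9-4 (ENSDARG00000083496) and MIR101-1 (ENSDARG00000082131). MIR222 reached 170855 CPM in control and 157417 CPM in injured libraries. None of these 5 loci was called changed by edgeR. The sign of the change of mir92b and mir9-4 flipped when library totals replaced TMM scaling. That scaling moved the median log2 fold change of all loci by 0.040, so the flip says nothing about these loci in particular.

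The first comparison addressed whether the miRNA profile separates injured from control hemispheres. The mean Euclidean distance on log2 CPM of the expressed loci was 12.1 between groups and 6.49 within groups, a difference of 5.66. The shortest distance between a control and an injured library, 10.4, was longer than the longest distance between libraries of 1 group, 8.66. The real grouping had the largest difference of the 10 splits (one-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). The difference fell to 2.21 when the locus with the largest fold change, mir-26b, was left out. The mean distance between groups was then 8.68, about the longest distance within a group with all loci. The gap between the shortest and longest distances is therefore not shown to hold without mir-26b.

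The second comparison asked which miRNAs change in level after injury. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 24 of 188 loci (12.8%) were called changed, 20 higher and 4 lower in injured hemispheres. At an unadjusted p below 0.05 there were 41 loci. The adjustment moved this count most, since Bonferroni left 6 calls. Single libraries also moved it, with 10 calls without control 1, 14 without control 2, 10 without control 3 and 10 without injured 3. Upper-quartile scaling moved the median change of all loci by −0.11 on the log2 scale relative to TMM and gave 11 calls higher and 5 lower. DESeq2 gave 22 higher and 9 lower. In all 24 called loci, the 3 injured libraries lay on 1 side of the 3 control libraries. This held for 49 of the 188 tested loci (26.1%), where chance alone gives 10%.

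Most of the called changes were small. The median absolute log2 fold change of the 24 loci was 0.61, and 11 of them changed by less than 1.5-fold. A change of at least 2-fold was found at 6 loci, 5 higher and 1 lower, against 3 under Bonferroni adjustment. The median log2 fold change of all tested loci was 0.03.

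**Figure D1:**
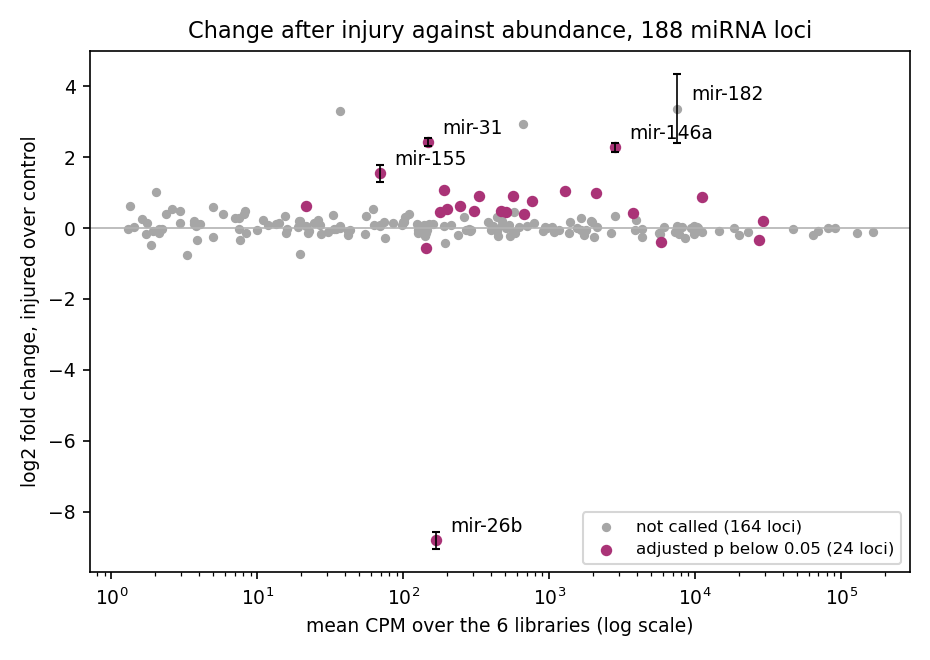
Log2 fold change (injured over control, vertical axis) against mean CPM over the 6 libraries (horizontal axis, log scale) for the 188 tested miRNA loci. Purple points are the 24 loci with an edgeR adjusted p below 0.05, bars are the SE of the 5 named loci, and mir-26b lies apart at −8.80 while mir-182 at 3.36 was not called.

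The study followed up 5 miRNAs. mir-31 (ENSDARG00000080961) rose from 46.5 ± 2.83 to 249 ± 22.3 CPM (SD, n = 3 each), a log2 fold change of 2.42 (SE 0.11; edgeR adjusted p = 9.44e-06). mir-146a (ENSDARG00000083310) rose from 967 ± 123 to 4683 ± 493 CPM (SD, n = 3 each), a log2 fold change of 2.28 (SE 0.13; edgeR adjusted p = 2.05e-05). mir-155 (ENSDARG00000081781) rose from 35.3 ± 12.1 to 104 ± 9.41 CPM (SD, n = 3 each), a log2 fold change of 1.54 (SE 0.24; edgeR adjusted p = 0.00816), and it was not called under Bonferroni adjustment. These differences exceeded the spread between replicates in 3 of 3 injured libraries.

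mir-26b fell from 334 ± 57.6 to 0.730 ± 0.194 CPM (SD, n = 3 each), a log2 fold change of −8.80 (SE 0.24; edgeR adjusted p = 4.24e-07). The identifier the study uses for it, ENSDARG00000080579, carries the symbol MIR26A2 in the symbol table, which a second locus shares (ENSDARG00000080591). The control libraries held 840, 1135 and 950 reads at this locus, and the injured libraries held 12, 6 and 10 despite their greater depth. As RPM of the reads at miRNA loci, the injured libraries had 0.825 (95% exact interval 0.426 to 1.44), 0.520 (0.191 to 1.13) and 0.872 (0.418 to 1.60). Of the other mir-26 loci, MIR26A1 (ENSDARG00000081224) and mir26a-2 (ENSDARG00000086601) were not called. The second MIR26A2 locus rose from 17.1 to 26.1 CPM (log2 fold change 0.61, SE 0.14; edgeR adjusted p = 0.0302), and this call was lost whenever 1 of the 6 libraries was left out. Reads can be split between near-identical copies of a miRNA gene, so single loci of this family are uncertain.

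mir-182 (ENSDARG00000081095) averaged 1333 ± 356 CPM in control and 13676 ± 14501 CPM in injured libraries (SD, n = 3 each). Its log2 fold change of 3.36 (SE 0.97) was not past the threshold (edgeR adjusted p = 0.0732). The injured libraries had 10196, 1233 and 29600 CPM, and the second of these lay within the range of the controls, 1024 to 1722 CPM. DESeq2 called mir-182 (adjusted p = 0.00254), and so did edgeR without injured 2 (adjusted p = 0.00279). Over all alternatives its adjusted p ran from 0.00254 to 1. Its log2 fold change became 2.10 without injured 3 and 3.90 without injured 2. Of the 5 loci, 4 were called over all loci and 5 when adjusted over the list alone. The study chose this list on these libraries, so the second count is not independent evidence.

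**Figure D2:**
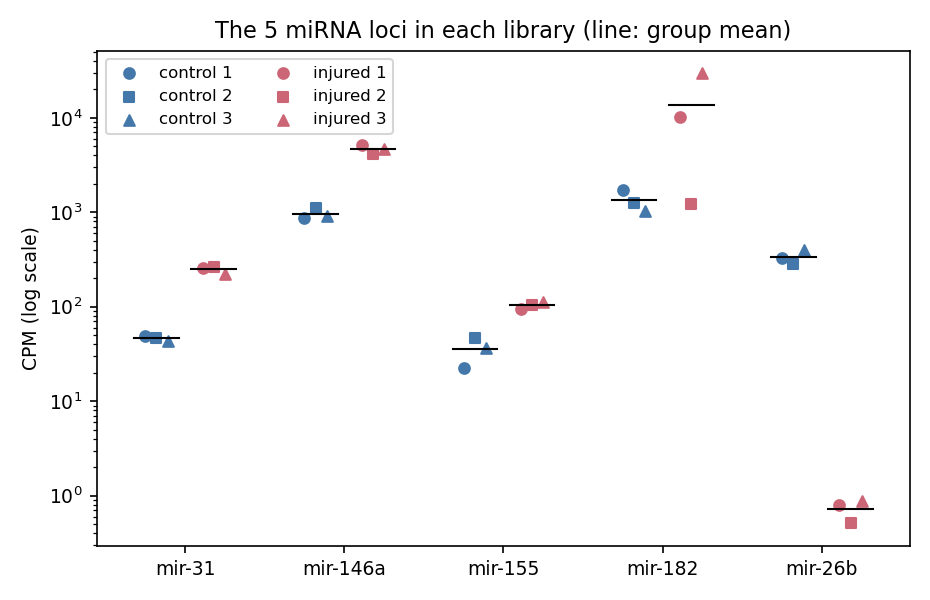
CPM (log scale) of the 5 loci the study followed up in each of the 3 control (blue) and 3 injured (red) libraries, with marker shapes for the replicate number and lines at group means. The 2 groups lie apart for mir-31, mir-146a, mir-155 and mir-26b, while for mir-182 the library injured 2 (1233 CPM) lies among the controls.

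Among the other called loci, the largest increases were MIR21 (ENSDARG00000080484), with a log2 fold change of 1.06 (SE 0.17; edgeR adjusted p = 0.00881), and dre-mir-731 (ENSDARG00000080568), with 1.04 (SE 0.19; edgeR adjusted p = 0.0134). The call of dre-mir-731 was lost without control 3 or injured 3. The remaining 15 increases had log2 fold changes from 0.20 to 0.99. One of them was dre-mir-146b-1 (ENSDARG00000083360), of the same family as mir-146a, which rose from 566 ± 34.2 to 955 ± 10.8 CPM (SD, n = 3 each; log2 fold change 0.75, SE 0.08; edgeR adjusted p = 0.00128). The other decreases were small. MIR92A1 fell at 2 loci, with log2 fold changes of −0.56 at ENSDARG00000082154 (SE 0.09; edgeR adjusted p = 0.00816) and −0.33 at ENSDARG00000104805 (SE 0.05; edgeR adjusted p = 0.00714). The decrease of mir128-1 (ENSDARG00000081902), −0.40 (SE 0.07; edgeR adjusted p = 0.0157), was not called without control 1, control 2, control 3 or injured 3.

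Lists of miRNAs abundant in given cell types were compared to see whether miRNAs of other cells moved together. With the group as the only term, none of the 6 lists passed 0.05 after adjustment by fry or by camera. By unadjusted p, fry put 1 list below 0.05 and camera put 2 there. The leucocyte list had 2 tested loci, both named MIR142, with a median log2 fold change of 0.95 (fry adjusted p = 0.186; camera adjusted p = 0.0949). Its members MIR223 and mir150 had 0 reads in each library, which by a floor of 3 reads allows up to 1.21 RPM in the shallowest library. Both MIR142 loci were called by edgeR singly, with log2 fold changes of 0.99 (ENSDARG00000082167; SE 0.24; adjusted p = 0.0382) and 0.91 (ENSDARG00000082467; SE 0.21; adjusted p = 0.0328). Neither was called without control 1, control 2, control 3, injured 2 or injured 3. The erythrocyte loci MIR144 and MIR451A had a median of 0.17 (fry adjusted p = 0.380). Leaving out 1 library moved that median between 0.064 (without injured 2) and 0.26 (without injured 1). The 19 tested neuron loci had a median of −0.02 (fry adjusted p = 0.310), which became positive with library totals and without injured 1. That median was the value of dre-mir-129-1, which had 4 to 32 reads per library. Of the 19 loci, 9 had a positive log2 fold change. The median gives loci with few reads the same weight as abundant ones, so it does not show that neuron miRNAs were unchanged. Of the muscle list 1 locus was tested, mir133b, with 0.62 (fry adjusted p = 0.380) at a mean of 0.974 CPM in control libraries. The log2 fold change of mir133b became 0.47, 1.43 and 0.33 without control 1, control 2 and control 3.

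The 2 endothelium loci had a median of 0.17 (fry adjusted p = 0.620), while camera put the list in the lower direction (camera adjusted p = 0.887). The median became −0.02 without control 1. In that library MIR126 (ENSDARG00000098981) had 157 CPM, against 630 and 660 CPM in the other controls and 610 to 694 CPM in the injured libraries. The other endothelium locus, mir126a, lay between 6787 and 7981 CPM in the 6 libraries. The 3 sensory loci had a median of 3.29 (fry adjusted p = 0.310; camera adjusted p = 0.138). MIR183 (ENSDARG00000080467) and MIR96 (ENSDARG00000083126) followed mir-182 in each injured library, and in the RefSeq annotation the 3 genes neighbour each other with 0 genes between them. Relative to the control mean, mir-182 stood at 7.65, 0.925 and 22.2, MIR183 at 5.77, 0.923 and 16.1, and MIR96 at 7.76, 1.03 and 19.9 in injured 1, 2 and 3. MIR183 (edgeR adjusted p = 0.0842) and MIR96 (edgeR adjusted p = 0.0951) were not called with all 6 libraries. Both were called by DESeq2 with Benjamini-Hochberg adjustment, or by edgeR without injured 2. DESeq2 with Bonferroni adjustment called neither MIR183 (adjusted p = 0.750) nor MIR96 (adjusted p = 0.642).

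**Figure D3:**
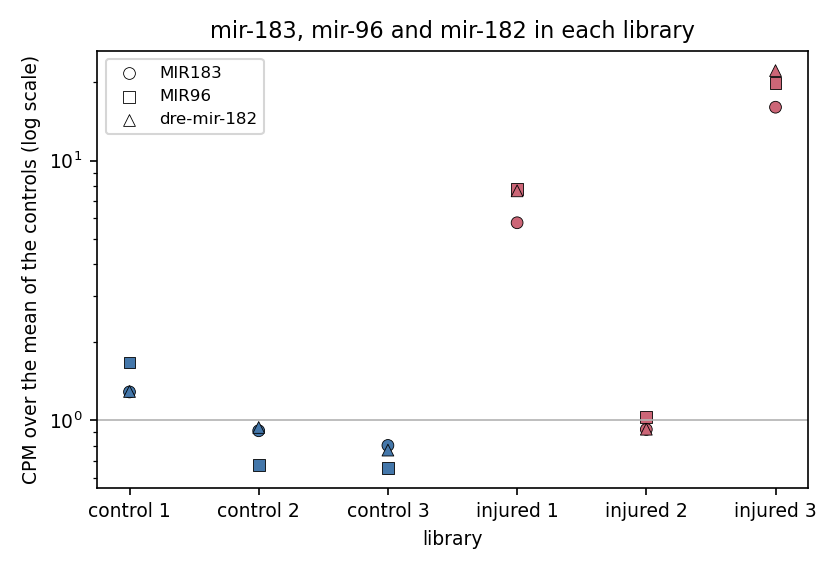
CPM of MIR183, MIR96 and dre-mir-182 in each library over the mean of the 3 controls (log scale), with marker shapes for the loci, control libraries in blue and injured libraries in red. In injured 2 the 3 loci lie between 0.923 and 1.03 times the control mean, and in injured 3 between 16.1 and 22.2 times.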

Values the study reported

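The study reported 184 miRNAs detected in the adult telencephalon. It reported 31 miRNAs regulated at least 2-fold after injury, of which 22 increased and 9 decreased. For the miRNAs it followed up, the study gave fold changes of 4.92 for miR-31, 4.50 for miR-146a, 2.58 for miR-155, 2.28 for miR-182 and 0.0050 for miR-26b.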

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

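The thinning to equal depth was chosen after the data had been seen, and the other alternatives before the data were examined. Of the 24 called loci, 9 were called under all 18 alternatives other than Bonferroni adjustment (MIR21, mir-26b, mir-31, mir-155, both MIR92A1 loci, mir-146a, dre-mir-146b-1 and mir222b, the last chosen for naming after its values were seen), and 6 under all 20; for thinning this was the first draw. No called locus changed direction under any of the 20 alternatives that tested it.

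Under Bonferroni adjustment edgeR called 6 loci, 4 higher and 2 lower, with 3 at least 2-fold; the stricter limit is the cause by construction. DESeq2 called 31 loci, 23 of them among the 24, with 22 higher and 9 lower and 8 at least 2-fold, and 19 with Bonferroni adjustment. Upper-quartile scaling called 16, of which 11 were higher. The cause of these differences between tools and scalings was not tested. Leaving out 1 library gave between 10 and 24 calls, 7 to 18 of them higher, 3 to 6 lower and 4 to 9 at least 2-fold, with fewer samples in each fit. The lowest count, 10, came without control 1, control 3 or injured 3, and 14 came without control 2. The separation of the libraries ranged from 4.89 to 6.92 without 1 library.

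The replicate numbers are shared by the groups in the labels. Deviations from the group means correlated across loci at 0.32, 0.12 and 0.08 for same-numbered libraries, not all over 0.1. Libraries with different numbers gave lower values, from −0.20 to 0.064. The labels name no shared animal. The study describes the uninjured hemisphere of the injured brain as control for its mRNA libraries. For small RNAs it likewise sets the injured hemisphere against the uninjured one. However, no source used here says that libraries with the same number share a fish. The numbers were therefore not taken to pair the libraries, although the correlations do not exclude a pairing. With the replicate number as a block, edgeR called 22 loci, 20 of them among the 24, with 16 higher and 6 lower, and 1 list passed by fry, the leucocyte list (adjusted p = 0.00491, with a range of 0.00491 to 0.510 over its alternatives). The log2 fold change of mir-182 was 2.49 in that fit.

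Loci and lists with changes near 0 changed sign. With library totals the log2 fold change was 0.026 for mir92b, 0.034 for mir9-4 and 0.015 for the neuron list. That scaling moved the median of all loci by 0.040, so these flips are not particular to them. With thinned reads the log2 fold change of mir9-4 was 0.0042. Leaving out 1 library gave −0.088 to 0.035 for mir92b, −0.064 to 0.049 for mir9-4, −0.15 to 0.0088 for MIR101-1, −0.021 to 0.30 for the endothelium list and −0.029 to 0.021 for the neuron list. None of these was past the threshold under any alternative, and the cause of the sign changes other than those with library totals was not tested. Over the tested single loci whose fold change or call the text gives, 535 values under alternatives kept their direction and side of the threshold, 43 fell short of the threshold, 7 newly passed it and 10 changed sign. Some alternatives did not test mir133b, whose counts are low, and gave no value for it.

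Depth limits the control libraries most. With all libraries thinned to 2475462 reads, the median over 20 draws was 22 calls (18 to 26), of which 21 (18 to 24) were among the 24, and 6 (4 to 7) were at least 2-fold.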

Other observations

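The tests of explanations in this part were chosen after the results they bear on had been seen, apart from the rotation test of the lists, the scaling without the most abundant loci and the separation without the locus with the largest fold change, which were planned.

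The number of loci changed at least 2-fold was 6 here, with 5 higher and 1 lower. These counts are lower than those quoted from the study above. DESeq2 with Benjamini-Hochberg adjustment and no limit on the fold called 31 loci, 22 higher and 9 lower. Of these, 8 changed at least 2-fold. With Bonferroni adjustment DESeq2 called 19 loci. The quoted counts thus equal those of DESeq2 with Benjamini-Hochberg adjustment and no limit on the fold, in total and in each direction. They are not matched once the limit on the fold is applied. Whether the same loci make up both sets was not tested. The fold change of mir-182 was 10.3 here. That is higher than the value quoted from the study above. The value rests on single libraries, with a log2 fold change of 3.36 that became 2.10 without injured 3 and 3.90 without injured 2, and it stayed above the quoted value when any 1 library was left out. The fold change of mir-26b was 0.00225 here. That is lower than the value quoted from the study above. For mir-31, mir-146a and mir-155 the fold changes were 5.36, 4.84 and 2.90 here, each higher than its quoted value. All 5 changes were thus larger here than in the study, which used DESeq2. With the DESeq2 settings used here the log2 fold change of mir-182 was 3.32. Why the fold changes differ was not tested.

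The 24 calls were weighed against technical explanations. Greater counting power from the depth of the injured libraries is argued against by thinning, after which a median of 21 of the 24 loci were still called. Thinning keeps the share of each locus in a library, so it cannot reveal a bias that came with deeper sequencing. A shift in scaling by a few abundant loci is argued against too, since 20 of the 24 were still called with the 5 most abundant loci out of the scaling. The count of splits by itself cannot exclude chance, since 3 against 3 libraries make only 10 splits. The real split was the only 1 of the 10 splits to give as many called loci, and the only 1 of the 10 splits to give as many changed at least 2-fold; the other 9 gave 0 by edgeR. Other values argue only against noise that is independent between loci. In simulated counts with no changed locus edgeR called 0 of 188 loci, limma-voom 0 and DESeq2 1, and the 2 groups lay apart at 26.1% of the tested loci where chance gives 10%. The simulated loci were drawn independently, and loci of a library can vary together, so variation shared between loci is not excluded. Single small changes among the 24 are less certain, as 10 were called without control 1, control 3 or injured 3. A library or sequencing batch that follows the groups cannot be told apart from injury, since the shallowest injured library had 2.86 times the reads of the deepest control library and no batch is given in the labels. The mean difference in distance between and within groups did not rest on mir-26b alone, which does not extend to the gap between single distances. Without it the difference between and within groups was 2.21, against 0.90 for the next of the 10 splits.

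mir-26b was close to absent in 3 of 3 injured libraries, the largest change at any locus. Too few reads do not account for it, because at least 3684 reads would be expected in each injured library at the control rate, against 6 to 12 found. A move of reads to the other 3 annotated mir-26 loci is argued against, since their summed CPM changed by −34.1 while mir-26b lost 333 CPM. A move to ambiguous reads is argued against in the same way, with a change of 7.22 RPM of all reads where mir-26b lost 290. Reads that fell outside the annotated loci changed by −294 RPM, but their SD between injured libraries was 5399, too wide to see a move of that size. No other tested locus had group means more than 20-fold apart (0 loci). This leaves open a mapping or annotation difference between the 2 groups of libraries at this 1 locus, while a sequence variant between fish was not tested. Such a variant would need the groups to come from different fish. The study describes the uninjured hemisphere of the same brain as the control of its mRNA libraries and the same RNA preparation for small RNAs. For small RNAs, too, it sets the injured hemisphere against the uninjured one. A control from the same brain would exclude such a variant if it holds for these libraries, but the labels name no fish. A loss of mir-26b through injury may be the cause, and it cannot be told apart from these with the counts alone.

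The mir-183, mir-96 and mir-182 loci differed widely between the 3 injured libraries, which the group labels do not explain. A wrong label on injured 2 is argued against, because at 16 of the 17 other loci called without that library it lay beyond all 3 controls on the injured side. Olfactory or other epithelium rich in the mir-200 family, carried into some libraries, is argued against as well. In the list of that family, written after the pattern had been seen, the 6 tested loci had median levels of 0.562, 1.07 and 0.938 times the control mean in injured 1, 2 and 3, and none exceeded 215 CPM in an injured library. Other sensory tissue stays open. The largest fold between injured libraries at any of the other 150 loci with a mean normalised count above 100 was 2.22, but a tissue whose other abundant miRNAs are shared with brain could add the 3 loci alone. Loci below that limit were left out of this scan. Among those, mir459 had 0.266, 1.02 and 9.17 CPM (4, 12 and 104 reads) in injured 1, 2 and 3, and 0.388 to 4.16 CPM in the controls. A response of this cluster to injury that varies between samples is a further candidate explanation, which was not tested.

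The rise of the MIR142 loci may reflect more immune cells in injured tissue. More blood as the whole source is argued against. The mean log2 ratio of the MIR142 loci to the erythrocyte loci MIR144 and MIR451A rose from −0.16 ± 0.22 to 0.62 ± 0.20 (SD, n = 3 each), a change of 0.78. More leucocytes or microglia without more erythrocytes remain open, as the leucocyte list did not pass the rotation test in the fit without a block (fry adjusted p = 0.186) and passed it in the fit with the replicate block given above. Whether that block is apt is not known, and control hemispheres also express both tested loci of the list.

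The neighbouring miRNA genes dre-mir-462 and dre-mir-731 both rose. Their log2 fold changes were 0.88 (SE 0.20; edgeR adjusted p = 0.0302) and 1.04 (SE 0.19; edgeR adjusted p = 0.0134), in 3 of 3 injured libraries each, and dre-mir-462 was named after its values were seen. It was not called with Bonferroni adjustment, with robust empirical Bayes or without control 1, control 3, injured 2 or injured 3.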
